A study of Hordeum vulgare with 39 samples.

How the data were processed

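RNA was measured by sequencing in barley (Hordeum vulgare) of the six-rowed spring cultivar Morex. The labels describe plants raised in a climate chamber and seeds dissected by hand into endosperm, embryo and seed maternal tissues. Stages are given as days after pollination (DAP). Per the labels' protocols, RNA was extracted with kits from 2 suppliers and treated with DNase on the column. Libraries were made from poly-A selected RNA and sequenced as single-end 100-base reads on a HiSeq2500. Which kit served which library is not stated.

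The deposited table holds whole-number read counts for 39 libraries, 1 column per library, and the authors had not pooled replicates or normalized these counts. The column names show that counting started from mapped and sorted alignments, per the file headers. The aligner, the counting program, their versions, the use of strand and the treatment of reads with several matches are not stated, and the labels do not say how reads were trimmed. The identifiers carry the prefix of the third Morex gene annotation release and a transcript suffix. The table has 83990 transcript entries of 81687 genes, of which 33623 entries had 0 counts in every library. No entry was a total or an unassigned class. For 1873 genes the table holds more than 1 transcript entry; these 4176 entries (4.97% of all) took between 0.447% and 1.24% of the counts of a library. Reads shared between transcripts of such a gene, between near-identical gene copies, or between overlapping or antisense genes could have been split or dropped in the counting, and the table does not show which entries were affected. An entry is called a gene in the text.

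The reference gene table at hand, for assembly MorexV3, matched 0 of the identifiers, so the files do not pair identifiers with gene names. Genes are given by identifier and without coordinates, and the counts of described gene families that had been planned were not run. Named genes follow a rule. For each tissue pair, genes called in the same direction at every shared stage, with a mean of at least 20 CPM (read counts scaled to the total of the library) in the higher tissue at each of these stages, were ranked by their smallest absolute log2 fold change, and the top gene of each direction was named. For each tissue, the largest rise and the largest fall between its first and last stage were named among genes whose 3 libraries at one stage all lay above the 3 at the other, with at least 100 CPM at the higher stage. The gene with the highest mean CPM of each tissue at 24 DAP was named too.

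Libraries were grouped by tissue and stage as labelled, 13 groups of 3. Total counts per library ran from 6148131 to 36732347. CPM was computed over the total of each library. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. A gene at 3 counts or fewer in every library of a group was treated as under the floor of that group. Its fold is then a lower bound on the scale of this CPM, computed against 3 counts.

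Genes were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Genes were kept by filterByExpr over the 13 groups, which left 29594. One model with a coefficient per group was fitted to all 39 libraries (26 residual degrees of freedom) with trimmed mean of M-values (TMM) factors, estimateDisp, robust glmQLFit and glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. There were 21 pairwise comparisons, 11 between tissues and 10 between successive stages. Change over time within a tissue was tested over all its stages jointly, with a difference of at least 1 on the log2 scale between some pair of stages. The tissue-by-time interaction was tested over 4 contrasts at 8, 16 and 24 DAP with no fold minimum. Genes higher in one tissue than in both others were those called so in all 6 comparisons at these stages. No block for the replicate number was fitted, since the labels do not say that equal numbers mark paired samples.

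Tested without a gene model were the share of counts in the 100 most abundant genes and the number of genes detected at 1 CPM or more. Tissue pairs were compared by an exact two-sided permutation test of tissue labels within shared stages. Change with stage was tested by Spearman and Pearson correlation with DAP, with 100000 permutations. P-values were adjusted over the 6 tests of each measure. The slope of the tissue difference on DAP was tested by permuting tissue labels within shared stages after the mean of each tissue over these stages was taken off, adjusted over the 3 pairs of each measure. On simulated values with a level difference of 25 and equal slopes, this test gave a p under 0.05 in 6.60% to 7.20% of 1000 draws, slightly more than the nominal share. Within groups of fewer libraries the exact permutations were enumerated. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

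The sample titles carry library numbers, whose meaning is not stated. They fall into 6 blocks separated by gaps of more than 100. Block 1 holds replicates 1 and 2 of endosperm and embryo at 8, 16 and 24 DAP. The 4 DAP endosperm libraries alone make up block 5, and the 32 DAP endosperm and embryo libraries make up block 6. Seed maternal libraries at 16 and 24 DAP lie in block 4, which they share with 1 other library, replicate 3 of the 24 DAP embryo. The blocks were used as a possible batch.

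The code was tested on simulated counts drawn from the real group means and library sizes at a dispersion of 0.05. In the pairwise test on all libraries, 199 of 200 changed genes (99.5%) were recovered among 28929 genes, with 7 unchanged genes called (0.0244%) and a median absolute error of 0.174 on the log2 scale. With 6 libraries, 199 of 200 were recovered among 28929 genes and 5 unchanged genes were called. The interaction test recovered 181 of 200 genes (90.5%) among 27825 and called 8 unchanged genes. These rates check the code on the simulated changes at this dispersion and are not error rates of the real comparisons. Recovery was not given separately for changes near the fold minimum or for genes at low counts.

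The groups, tests, named-gene rule and alternatives were fixed before the data were examined, except that summing counts over the transcript entries of a gene, and the slope test with its alternatives, were added after seeing the data. The alternatives were median-ratio, upper-quartile and library-size scaling, 2 other filters on low counts, DESeq2 1.42.0 for the pairwise comparisons, the fit on the 6 libraries compared, no fold minimum, a replicate block, a term for the library-number block, and leaving out each library or replicate in turn. Endosperm and embryo at 8, 16 and 24 DAP were also compared within block 1. The measures were recomputed with 10 or 1000 genes, at 10 counts or more, and after drawing every library down to the smallest total.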

Results

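Gene expression was profiled in 3 hand-dissected compartments of the developing barley grain. The endosperm is the storage tissue, the embryo gives rise to the new plant, and the seed maternal tissues are the surrounding layers that derive from the mother plant. Endosperm was sampled at 4, 8, 16, 24 and 32 DAP, embryo at 8, 16, 24 and 32 DAP and seed maternal tissues at 4, 8, 16 and 24 DAP. The authors left out 4 DAP embryos because of their size and 32 DAP seed maternal tissues because they were dry. Each of the 13 groups had 3 libraries, 39 in all. Total counts ranged from 6148131 to 36307192 in the endosperm (median 16695817, 15 libraries), from 15248254 to 36732347 in the embryo (median 21181504, 12 libraries) and from 25882919 to 34193328 in the seed maternal tissues (median 30778467, 12 libraries). The shallowest library was replicate 3 of the 4 DAP endosperm, and low-abundance genes in it carry the largest counting error.

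Replicates of a group correlated between 0.952 and 0.994 (Pearson, across genes, log2(CPM + 1); genes are not independent replicates). The lowest value was between replicates 1 and 3 of the 4 DAP seed maternal tissues. All replicate pairs differed by more than sampling noise, with a chi-square per degree of freedom between 6.20 and 221.1, so no library was counted as a copy of another. The first 3 principal components over 25471 genes carried 32.0%, 24.0% and 19.1% of the variance.

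**Figure D1:**
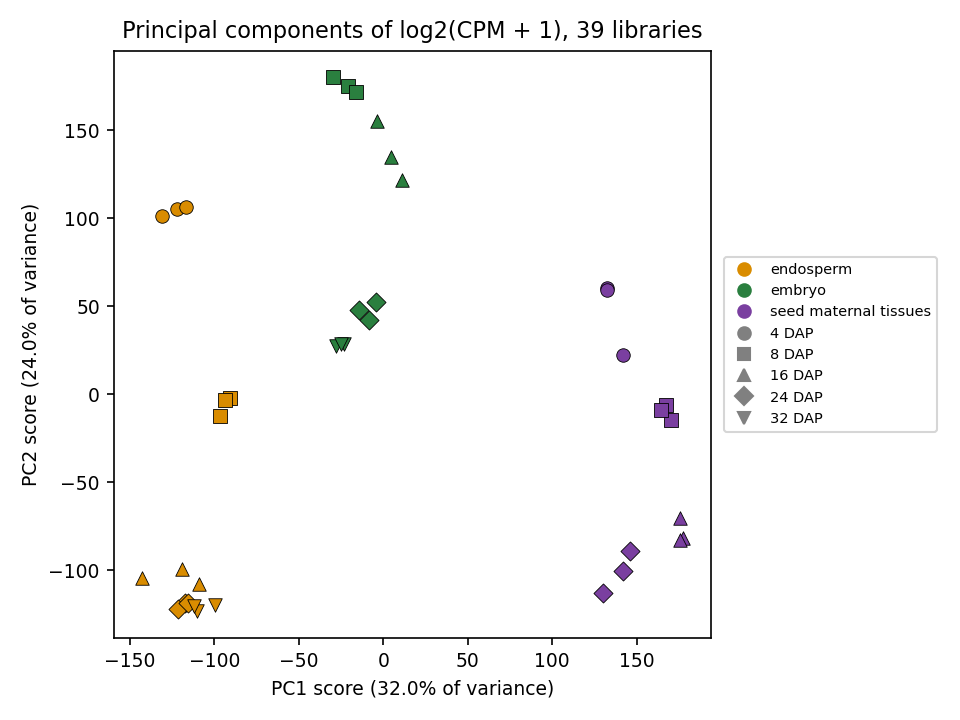
Scores of the 39 libraries on the first and second principal components of log2(CPM + 1), in score units, with 32.0% and 24.0% of the variance. Colour gives the tissue and marker shape the day after pollination, and libraries lie by tissue along the first axis and spread by stage along the second.

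The first question was how strongly each tissue concentrated its transcripts on few genes. In the endosperm, the 100 most abundant genes took 30.5% ± 3.11 of the counts at 4 DAP, 29.4% ± 1.72 at 8 DAP, 50.96% ± 8.11 at 16 DAP, 48.3% ± 1.17 at 24 DAP and 41.8% ± 2.47 at 32 DAP (mean ± SD, n = 3 each here and in the next 2 sentences). In the embryo the share was 14.5% ± 0.908 at 8 DAP, 17.6% ± 1.43 at 16 DAP, 22.2% ± 0.297 at 24 DAP and 21.6% ± 0.888 at 32 DAP. In the seed maternal tissues it was 15.7% ± 0.806 at 4 DAP, 14.6% ± 0.512 at 8 DAP, 13.6% ± 0.789 at 16 DAP and 13.2% ± 0.409 at 24 DAP. Replicate 3 of the 16 DAP endosperm stood apart, with a share of 60.0% against 44.4% and 48.5% in replicates 1 and 2. It also had the fewest genes detected of all libraries, 14216 against 16404 and 16051 in these replicates. A single stage with 3 libraries against 3 cannot go below an exact p of 0.1, so stages were combined. The share was 23.6 percentage points higher in endosperm than in embryo, at 4 of 4 stages (exact permutation test, p = 1.25e-05, adjusted p = 3.75e-05). Counting the 10 most abundant genes moved this difference most, to 14.7 points. Within library-number block 1, which holds 12 libraries of both tissues, it was 22.9 points (exact permutation test, p = 0.00926, 3 of 3 stages). It was 25.5 points higher in endosperm than in seed maternal tissues, at 4 of 4 stages (exact permutation test, p = 1.25e-05, adjusted p = 3.75e-05). Embryo exceeded seed maternal tissues by 4.30 points, at 2 of 3 stages (exact permutation test, p = 0.00275, adjusted p = 0.0033). That call was lost without replicate 2 (4.20 points, adjusted p = 0.0667, exact permutation test). No block holds enough libraries of seed maternal tissues and another tissue at one stage to repeat these comparisons within it.

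The share rose with DAP in the embryo (Spearman rho 0.842, permutation p = 0.0014, adjusted p = 0.0021; Pearson r 0.8999, permutation p = 0.0002; 12 libraries) and r was 0.853 without the 2 libraries farthest from the median day. Without replicate 2 the rho was 0.781 and its adjusted permutation p 0.0527, and for the 10 most abundant genes it was 0.410 with an adjusted permutation p of 0.197. Within block 1, the embryo rho was 0.956 over 6 libraries (exact permutation p = 0.0222; Pearson r 0.948, exact permutation p = 0.0222). The share fell with DAP in the seed maternal tissues (rho -0.864, permutation p = 0.00083, adjusted p = 0.00166; r -0.833, permutation p = 0.0008; r -0.848 without the 2 farthest). Within block 4, which holds 3 libraries each of 16 and 24 DAP and so cannot pass, rho was -0.293 (exact permutation p = 0.7; r -0.386, exact permutation p = 0.5). In block 3 the shares of 3 libraries at 4 DAP (15.1% to 16.6%) lay above those of 2 libraries at 8 DAP (14.2% and 14.4%). Chance gives that order in 1 of 10 arrangements. With a level of its own for each block (block intercepts), the seed maternal slope was -0.103 points per day (SE 0.0683, 11 libraries of 2 blocks). This lies within 2 standard errors of 0, so the fall was not shown within blocks. In the endosperm the rise had a rho of 0.578 (permutation p = 0.0285, adjusted p = 0.0285; r 0.603, permutation p = 0.019; r 0.660 without the 2 farthest; 15 libraries). Over the 10 most abundant genes the rho was 0.633 (adjusted permutation p = 0.017), and over the 1000 most abundant it was -0.0764, so the rise depended on the number of genes counted. Leaving out replicate 1, 2 or 3 gave rho values of 0.542 to 0.591 on 10 libraries, with adjusted permutation p-values of 0.0816, 0.0817 and 0.117. Within block 1 the endosperm rho was 0.717 (exact permutation p = 0.178; r 0.884, exact permutation p = 0.0667). Whether the slopes on DAP differ was tested over shared stages with the level of each tissue taken off, a test chosen after the values were seen. The share gained 1.23 points per day on the seed maternal tissues in endosperm, the difference going from 14.8 points at 4 DAP to 35.1 at 24 DAP (permutation p = 1.25e-05, the smallest this test can give, adjusted p = 3.75e-05). In embryo it gained 0.564 points per day on them, from -0.0544 points at 8 DAP to 8.98 at 24 DAP (permutation p = 0.005, the smallest 3 evenly spaced stages can give, adjusted p = 0.0075). For endosperm and embryo, a straight line from 8 to 32 DAP did not show a difference (0.11 points per day, permutation p = 0.57, adjusted p = 0.57), but this depended on the stages and blocks used. With block intercepts, a fit that leaves out 32 DAP because those libraries fill a block, the slopes were 1.18 points per day in endosperm (SE 0.232, 8 libraries) and 0.465 in embryo (SE 0.0677, 8 libraries), apart by more than 2 combined standard errors. A difference up to 24 DAP is therefore not ruled out by the longer line. With the tissue levels kept, which widens the permuted values, no pair passed (lowest adjusted permutation p 0.15).

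Fewer genes were detected in endosperm than in embryo (-1298 as the mean of the stage differences), in that direction at 3 of 4 stages (exact permutation test, p = 0.000525, adjusted p = 0.00105). The direction depended on how detection was defined. With every library drawn down to the smallest total and a gene counted at 1 read, the difference was 243.2 genes in the other direction (adjusted p = 0.732, exact permutation test). Within block 1 the difference at 1 CPM was -1107 genes, at 2 of 3 stages (exact permutation test, p = 0.0556). Detected genes were also fewer in endosperm than in seed maternal tissues (-2844, exact permutation test, p = 1.25e-05, adjusted p = 7.5e-05, 4 of 4 stages) and in embryo than in seed maternal tissues (-1284, exact permutation test, p = 0.00025, adjusted p = 0.00075, 3 of 3 stages). With the most abundant genes left out of each library total, endosperm stayed below seed maternal tissues at 4 of 4 stages, by less. The number rose with DAP in the seed maternal tissues, from 18221 ± 118 at 4 DAP to 19129 ± 208 at 24 DAP (mean ± SD, n = 3; rho 0.864, permutation p = 0.00076, adjusted p = 0.00114; r 0.907, permutation p = 0.00034; r 0.963 without the 2 farthest). Without replicate 3 the rho was 0.781 with an adjusted permutation p of 0.0538, and within block 4, where 3 against 3 libraries cannot pass, it was 0.0976 (exact permutation p = 1; r 0.204, exact permutation p = 0.8). In block 3 the values at 4 DAP (18102 to 18337) overlapped those at 8 DAP (18331 and 18599). The slopes of this number were not shown to differ between any pair of tissues (lowest adjusted permutation p 0.22). No trend was detected in endosperm (rho 0.131, permutation p = 0.652, adjusted p = 0.652; r 0.154, permutation p = 0.582; r 0.189 without the 2 farthest) or embryo (rho 0.173, permutation p = 0.609, adjusted p = 0.652; r 0.147, permutation p = 0.644; r -0.365 without the 2 farthest). Within block 1 the rho was -0.717 in endosperm (exact permutation p = 0.178; r -0.877, exact permutation p = 0.0667) and 0.598 in embryo (exact permutation p = 0.267; r 0.800, exact permutation p = 0.111). These trends had opposite signs, and neither passed on 6 libraries.

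**Figure D2:**
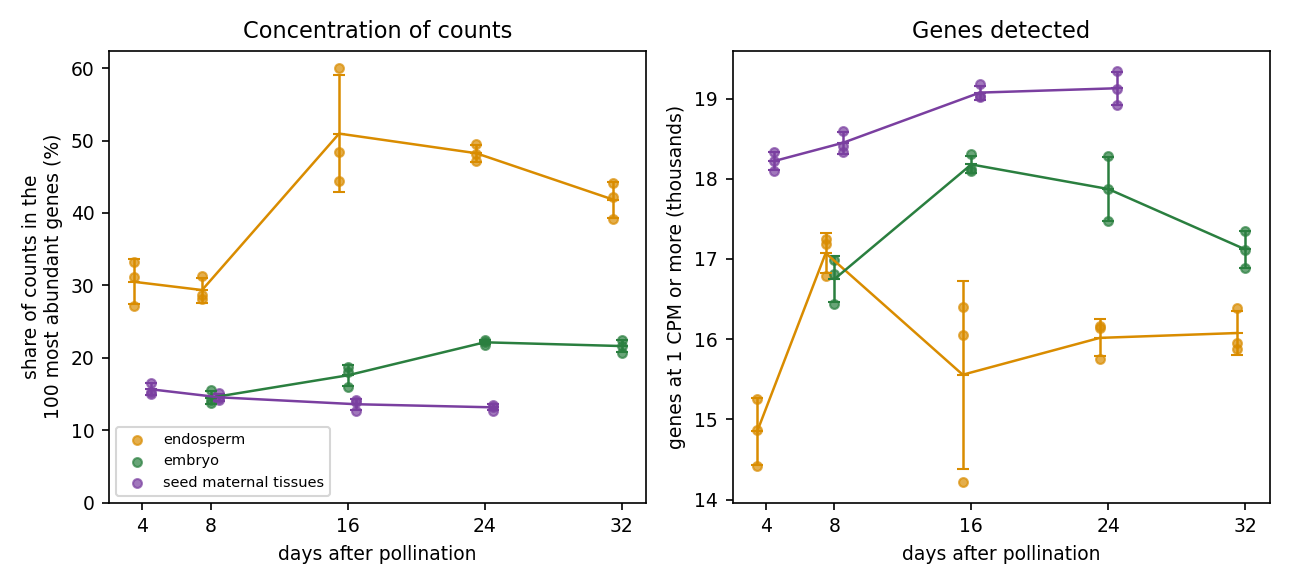
Share of counts in the 100 most abundant genes, in percent, and number of genes at 1 CPM or more (in units of 1000 genes), on an axis that does not start at 0, against days after pollination. Points are libraries, lines join group means and bars are ± 1 SD (n = 3), with points of the tissues set apart sideways; the endosperm share lies between 27.1% and 60.0% and that of both other tissues between 12.7% and 22.5%.

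Endosperm and embryo, the tissues that arise from fertilization, were compared at 4 stages. The number of genes called was 13794 at 8 DAP (7708 higher and 6086 lower in endosperm), 14229 at 16 DAP (6801 and 7428), 12490 at 24 DAP (5724 and 6766) and 11703 at 32 DAP (5670 and 6033), out of 29594 tested. Dropping the fold minimum moved the 8 DAP count most, to 17024. Within block 1, with 2 libraries per group, 13206, 11682 and 11960 genes were called at 8, 16 and 24 DAP. Over the 4 stages, 21473 genes were called at least once. Of these, 2635 were higher in endosperm at every stage and 2499 lower at every stage, together 23.9%, and 1318 (6.14%) were called in opposite directions at different stages. The gene with the largest consistent excess in endosperm was HORVU.MOREX.r3.7HG0639320.1, at 1957 ± 612 CPM at 8 DAP, 3848 ± 860 at 16 DAP, 2002 ± 134 at 24 DAP and 1411 ± 197 at 32 DAP (mean ± SD, n = 3). It had at most 3 counts in any embryo library, so it was at least 11900-fold higher at each stage, with edgeR adjusted p-values from 2.86e-11 to 1.26e-10. HORVU.MOREX.r3.2HG0120930.1 had the largest excess in embryo, with 76.3 ± 23.5 CPM at 8 DAP and 180 ± 55.9 at 16 DAP (n = 3). It was at least 482-fold higher than in endosperm at each stage, where at most 1 count was found in a library (largest edgeR adjusted p 6.97e-10).

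Endosperm was compared with the seed maternal tissues at 4 stages. The number of genes called was 16979 at 4 DAP (7392 higher and 9587 lower in endosperm), 14389 at 8 DAP (7067 and 7322), 14572 at 16 DAP (6721 and 7851) and 13148 at 24 DAP (5577 and 7571). With a term for the library-number block, the counts at 16 and 24 DAP were 8371 and 7034. At 4 DAP all endosperm libraries form a block of their own, so block and tissue cannot be told apart there. Over the stages, 24824 genes were called at least once, 1623 were higher in endosperm at every stage, 3187 lower at every stage (together 19.4%), and 2766 (11.1%) were called in opposite directions. The largest excess in endosperm was that of HORVU.MOREX.r3.7HG0675890.1, which rose from 32.1 ± 13.6 CPM at 4 DAP to 1317 ± 206 at 16 DAP (n = 3). Its level in the seed maternal tissues was 6.15 ± 1.71 CPM at 24 DAP, where the log2 fold change was 8.37 (SE 0.434, edgeR adjusted p = 8.49e-16). At 8 DAP the difference was at least 4990-fold. HORVU.MOREX.r3.3HG0219240.1 was highest in the seed maternal tissues, with 2317 ± 273 CPM at 8 DAP, at least 14600-fold above the endosperm, and 97.2 ± 35.1 at 24 DAP (n = 3), where the log2 fold change of endosperm against seed maternal tissues was -8.98 (SE 0.833, edgeR adjusted p = 3.62e-10).

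Embryo was compared with the seed maternal tissues at 3 stages. The number of genes called was 15122 at 8 DAP (6455 higher and 8667 lower in embryo), 14946 at 16 DAP (7019 and 7927) and 13898 at 24 DAP (6504 and 7394). With the library-number term the 16 DAP count was 9856. Of 20985 genes called at least once, 3496 were higher in embryo at every stage and 4374 lower at every stage, together 37.5%, and 1013 (4.83%) were called in opposite directions. HORVU.MOREX.r3.2HG0120930.1 again had the largest excess in embryo. It was at least 738-fold higher at 8 DAP and at least 1680-fold higher at 16 DAP, and its log2 fold change was 8.44 at 24 DAP (SE 0.567, edgeR adjusted p = 3.65e-10). HORVU.MOREX.r3.1HG0065500.1 had 0 counts in every embryo library of these stages and 128 ± 33.5, 214 ± 47.2 and 294 ± 40.4 CPM in the seed maternal tissues at 8, 16 and 24 DAP (n = 3). The difference was at least 854-fold at 8 DAP (edgeR adjusted p = 9.82e-09). With the library-number term its adjusted p was 1.

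The balance of higher and lower calls depended on the scaling. Under TMM factors the calls of endosperm against embryo were 55.9%, 47.8%, 45.8% and 48.4% higher at the 4 stages, and with library size alone they were 44.5%, 25.1%, 26.3% and 32.6%. Against seed maternal tissues the endosperm had 43.5%, 49.1%, 46.1% and 42.4% of calls higher with TMM factors and 23.9%, 35.8%, 22.6% and 21.9% with library size alone. Upper-quartile factors gave 46.4% at 4 DAP, 53.6% at 8 DAP, 54.9% at 16 DAP and 54.2% at 24 DAP. Library size alone shifted the median log2 fold change by -1.21 to 0.68 over the 21 comparisons, by more than 0.1 in 15 of them. The shifts were -0.10 to 0.38 for upper-quartile factors (9 over 0.1), -0.26 to 0.19 for median-ratio factors (10 over 0.1) and -0.27 to 0.19 for DESeq2 (10 over 0.1). In 14 of the 21 comparisons the majority of calls went the other way under at least 1 of these scalings. Directions of single calls are therefore relative to the TMM scale. The lower bounds of folds rest on CPM over library totals, without TMM factors. These factors were at most 0.921 in endosperm libraries and at least 1.06 in the others. With them, the bounds for genes lower in endosperm than in another tissue would be smaller. In embryo against seed maternal tissues, 42.7%, 47.0% and 46.8% of calls were higher, and no scaling moved these shares by more than 10 points. Upper-quartile factors still turned the majority at 24 DAP, with 52.9% of calls higher in embryo.

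**Figure D3:**
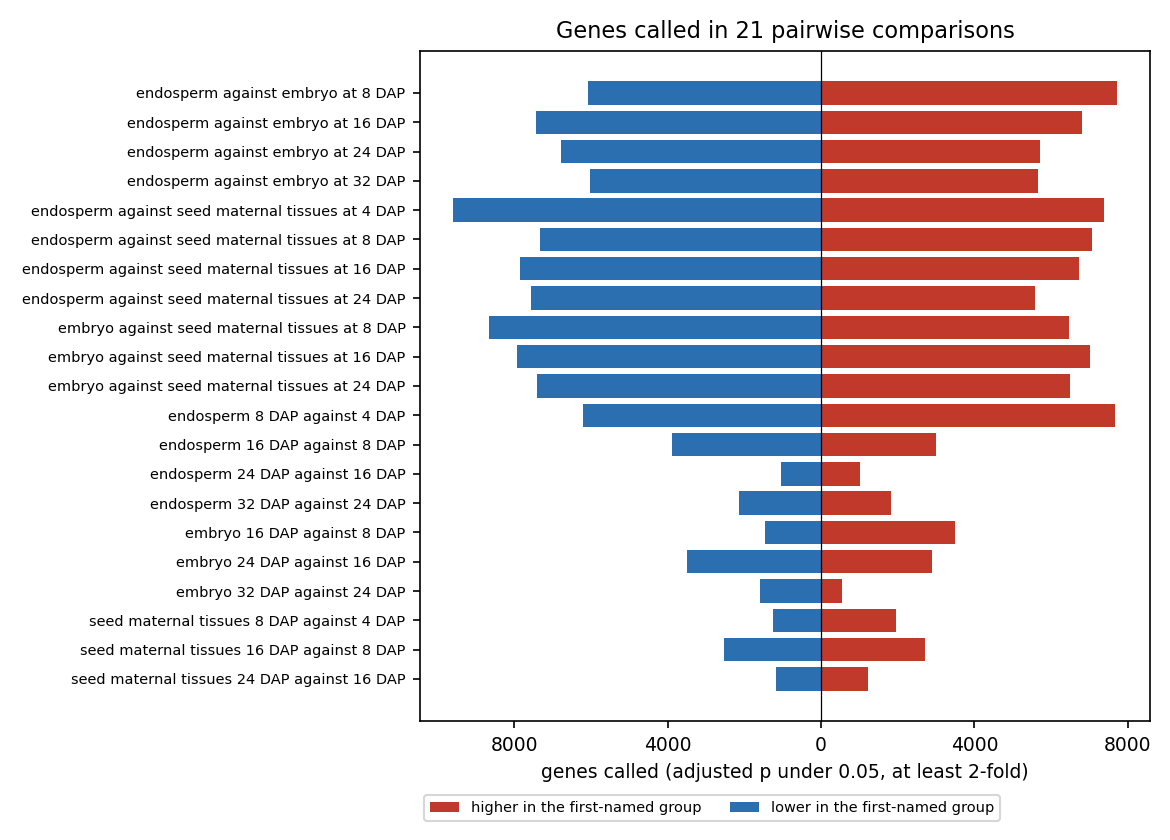
Number of genes called in each of the 21 pairwise comparisons at an adjusted p under 0.05 and at least a 2-fold difference with TMM factors. Bars to the right count genes higher and bars to the left genes lower in the first-named group; the bars of the 11 tissue comparisons add up to between 11703 and 16979 genes, and those of the 10 stage comparisons to between 2075 and 13853.

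Genes higher in one tissue than in both others at 8, 16 and 24 DAP numbered 1639 for the endosperm (5.54% of genes tested), 1531 for the embryo (5.17%) and 2437 for the seed maternal tissues (8.23%). The library-number term moved the endosperm count most, to 491, and left 1281 for the seed maternal tissues and 1225 for the embryo. With library size alone the counts were 1138 for endosperm, 2075 for embryo and 3069 for seed maternal tissues. Without the fold minimum they were 2227, 2351 and 2985. Median-ratio factors (1640 and 1361) and upper-quartile factors (1882 and 1500) kept endosperm above embryo. The order of endosperm and embryo thus depended on the processing.

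Within the endosperm, 21751 genes (73.5%) changed over the 5 stages. Leaving out replicate 1 of the 4 DAP endosperm moved this count most, to 20803. From 4 to 8 DAP, 13853 genes were called (7658 up and 6195 down), with 6873 from 8 to 16 DAP (2990 and 3883), 2075 from 16 to 24 DAP (1028 and 1047) and 3963 from 24 to 32 DAP (1831 and 2132). Dropping the fold minimum moved the 4 to 8 DAP count most, to 16342. The step from 16 to 24 DAP rested on few libraries: without replicate 2 of the 24 DAP endosperm 1341 genes were called, and on its 6 libraries alone 1112. Of the calls from 4 to 8 DAP, 55.3% were up with TMM factors, 72.0% with library size alone and 53.6% with upper-quartile factors, but 48.0% with median-ratio factors and 47.4% by DESeq2, so the majority direction depended on the scaling. From 8 to 16 DAP the share was 43.5% with TMM factors and 24.5% with library size alone, but 53.3% with median-ratio factors, 52.6% with upper-quartile factors and 54.9% by DESeq2, and from 16 to 24 DAP it was 49.5% with TMM factors and 51.6% to 62.3% with the others. The 4 DAP and the 32 DAP endosperm libraries lie in library-number blocks without other endosperm stages, so the first and last steps cannot be told apart from the block. Between 4 and 32 DAP, HORVU.MOREX.r3.5HG0491110.1 rose from 0 counts to 1237 ± 198 CPM (n = 3), at least 4590-fold (edgeR adjusted p = 4.95e-08). HORVU.MOREX.r3.5HG0524000.1 went from 855 ± 255 CPM (n = 3) to 0 counts, at least 7640-fold lower (edgeR adjusted p = 2.94e-07).

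Within the embryo, 14426 genes (48.7%) changed over the 4 stages. From 8 to 16 DAP, 4943 genes were called, of which 3483 (70.5%) rose. Without the fold minimum, 56.4% of 8027 calls rose. From 16 to 24 DAP there were 6372 calls (2885 up and 3487 down). From 24 to 32 DAP there were 2125, of which 541 (25.5%, against 39.5% without the fold minimum) rose and 1584 fell. That last count was 1341 without replicate 1 of the 24 DAP embryo and 1402 without replicate 2 of the 32 DAP embryo, and block and stage cannot be told apart for it. HORVU.MOREX.r3.1HG0054710.1 rose from at most 1 count per library at 8 DAP to 3829 ± 231 CPM at 32 DAP (n = 3), at least 25600-fold (edgeR adjusted p = 7.91e-15). HORVU.MOREX.r3.1HG0006610.1 went from 1075 ± 52.9 CPM (n = 3) to 0 counts, at least 9060-fold lower (edgeR adjusted p = 7.76e-16).

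Within the seed maternal tissues, 12471 genes (42.1%) changed over the 4 stages, and 6693 did with the library-number term. From 4 to 8 DAP, 3210 genes were called (1956 up and 1254 down), from 8 to 16 DAP 5236 (2718 and 2518) and from 16 to 24 DAP 2402 (1237 and 1165). The step from 8 to 16 DAP crosses library-number blocks and had 1293 calls with the term. On the 6 libraries alone, the first step had 1932 calls, and the last had 1615 with 39.9% of them up against 51.5% in the fit of all libraries. HORVU.MOREX.r3.2HG0112610.1 rose from 0 counts at 4 DAP to 443 ± 209 CPM at 24 DAP (n = 3), at least 4900-fold (edgeR adjusted p = 6e-08). HORVU.MOREX.r3.1HG0023010.1 went from 3461 ± 745 CPM (n = 3) to 0 counts, at least 35500-fold lower (edgeR adjusted p = 3.17e-13). With the library-number term the adjusted p of both was 1.

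Whether the tissues shared a time course was asked at the stages sampled in all of them. The tissue-by-time interaction passed an adjusted p of 0.05 for 15339 genes (51.8% of 29594). The library-number term moved this count most, to 12411. Over all stages, 26050 genes (88.0%) changed in at least 1 tissue and 6565 (22.2%) in all 3, while 6913 passed in endosperm alone, 1550 in embryo alone and 1554 in seed maternal tissues alone. These last 3 counts compare thresholds and are not tests of a difference; the endosperm also has 1 more stage. Between 8 and 24 DAP, 9292 genes were called in endosperm, 10375 in embryo and 8056 in seed maternal tissues. Endosperm and embryo shared 3878 calls in the same direction and had 647 in opposite directions. The numbers were 2987 and 600 for endosperm and seed maternal tissues and 2920 and 938 for embryo and seed maternal tissues. Of the 1702 genes that moved in opposite directions in a pair of tissues, 1701 passed the interaction test.

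The most abundant gene at 24 DAP took 6.51% ± 0.563 of endosperm counts (HORVU.MOREX.r3.1HG0068040.1, 65090 ± 5627 CPM, n = 3). Its endosperm level had been 1.55 ± 0.374 CPM at 4 DAP and 6914 ± 741 at 8 DAP. In seed maternal tissues it stood at 593 ± 406 CPM at 24 DAP, highest of that tissue's stages and with a spread of similar size between libraries, and in embryo at 1.52 ± 0.981 CPM. In the embryo, HORVU.MOREX.r3.5HG0517950.1 took 2.52% ± 0.197 (n = 3). Its embryo level went from 28.4 ± 24.7 CPM at 8 DAP to 27520 ± 6380 at 16 DAP and was 15190 ± 2714 at 32 DAP. In the endosperm it rose from 1360 ± 168 CPM at 16 DAP to 7389 ± 826 at 32 DAP. In the seed maternal tissues, HORVU.MOREX.r3.2HG0178690.1 took 0.641% ± 0.141 (n = 3), and it had 3891 ± 70.7 CPM in the 24 DAP embryo. With TMM factors in the CPM, the 3 genes stood at 89420, 21300 and 4953 CPM in these groups against 65090, 25200 and 6412 without.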

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

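The comparison of time courses between tissues stood out because the change with stage differed between groups under the same contrast. The tests of the seed maternal part with the library-number term, of a bounded carry-over and of the slopes of the 100-gene share were chosen after the result was seen. The tissue-by-time interaction passed for 15339 of 29594 genes at 8, 16 and 24 DAP. When tissue labels were shuffled within stages, 1 of 40 arrangements, the real one, gave as many genes; that is the smallest share 40 arrangements can give. The next highest count was 5682 (against 15849 for the real arrangement in the same fit of these stages). These shuffles also mix the levels of the tissues, so they do not test an interaction apart from level differences.

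Several technical explanations are argued against as the whole cause. With every library drawn down to the smallest total, 12777 genes passed, so unequal depth does not account for the count. Without the 100 most abundant genes of each group, 14778 passed. Within library-number block 1, which holds replicates 1 and 2 of endosperm and embryo, the interaction of these tissues passed for 8744 genes, against 10618 with all 18 libraries, and 7910 genes were shared. For the part that sets seed maternal tissues against the mean of the others, 9774 genes passed without the library-number term and 5617 with it, 5426 of them shared. That adjustment assumes an additive block effect and rests on few libraries that link the blocks, 1 of them in block 4.

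Carry-over of RNA between dissected tissues dilutes differences. At a share that stays the same between stages, it cannot by itself turn a shared direction into opposite ones. Between 8 and 24 DAP, 165 genes rose in 1 tissue, fell in both others and ended highest where they rose. Of these, 23 rose in endosperm, 86 in embryo and 56 in seed maternal tissues. A share that shrinks between these stages can lower a gene in the receiving tissues while it rises in its source. The 165 genes therefore argue against carry-over at a constant share and do not decide on a changing one. A bound covers more genes. If at most 5% of the level in the highest tissue reaches another, a gene at 10% or more of the highest tissue in all groups can shift in a tissue difference between stages by at most 2 on the log2 scale. Of 13051 such genes, 7205 passed the interaction test, and 501 of these changed by more than that bound after taking off 2 standard errors. The 5% is an assumption: transcripts abundant in endosperm reached an upper quartile of 7.58% of the endosperm level in replicate 2 of the 24 DAP seed maternal tissues, whatever their source. With up to 10% carried over and genes at 20% or more of the highest tissue, the bound is again 2. Of 8802 such genes, 4793 passed the interaction test and 111 of these exceeded the bound by the same measure. For the 14684 genes that passed the interaction test but met neither the opposite-direction criterion nor the 5% bound these tests do not decide, because the true level in the lower tissue is not known, and carry-over may contribute to the size of their interaction. Near-identical gene copies and gene length were not tested. Tissue-specific development, which the design names, stays open as an untested biological explanation.

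The share of counts in the 100 most abundant genes also changed differently with stage: the slope difference to the seed maternal tissues was 1.23 points per day for endosperm and 0.564 for embryo. With every library drawn to the smallest total, the differences were 1.229 and 0.5634. Drawing reads at random keeps the expected share of each gene, so nearly equal values were fixed in advance. This speaks to the number of reads counted alone, and other differences between libraries that go with depth stay open. Library-number blocks with an additive effect are argued against as the whole cause. With block intercepts in each tissue, on the blocks that hold more than 1 stage, the differences were 1.283 (SE 0.242) and 0.568 (SE 0.0962); the stages within blocks are not the same in each tissue. Carry-over of seed maternal tissue into young endosperm is argued against, since the tenth percentile of abundant maternal transcripts was at most 0.0677% of their maternal level in the 4 and 8 DAP endosperm libraries. Carry-over of endosperm into the 24 DAP embryo is argued against too. Of 71 transcripts with at least 500 CPM in the 24 DAP endosperm and at least 100-fold less in the 16 DAP seed maternal tissues, the tenth percentile was 0% of the endosperm level and the median at most 0.00502%. Together they made up at most 3.69% of a 24 DAP embryo library, against a rise of 7.645 points from 8 to 24 DAP. This summed level was the first test written and by its rule decided nothing. The tenth percentile was taken as the test after that value was seen.

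How far a few genes give these slopes stays open. Counted over 10 genes, the differences were 1.09 points per day for endosperm and 0.319 for embryo. Over 1000 genes they were 0.358 for endosperm and 0.384 for embryo (adjusted permutation p = 0.0213 for each). The size of the differences and the order of the tissues thus depended on the number of genes counted. Without the 10 most abundant genes of each library, the differences for the next 100 were 0.485 points per day for endosperm (permutation p = 0.000425) and 0.311 for embryo (permutation p = 0.005), lower than the full values but not near 0, so these genes may account for part. Tissue-specific development is an untested biological explanation here as well.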

How the results depend on the processing

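For the 28 counts of genes, 543 of 560 values under an alternative lay within 1.5 times the reported count and 17 did not. All 28 counts stayed within that range under median-ratio, upper-quartile and library-size scaling, without a filter, with at least 10 counts in at least 3 libraries, and with counts summed per gene (chosen after seeing the data); so did the 21 pairwise counts under DESeq2. The numbers of genes tested ran from 29290 to 50367 between these filters. DESeq2 gave no adjusted p for 6 to 7465 genes per comparison, and these were left out of its counts.

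With the library-number term, endosperm against seed maternal tissues had 8371 calls at 16 DAP and 7034 at 24 DAP, embryo against seed maternal tissues had 9856 at 16 DAP, and the seed maternal step from 8 to 16 DAP had 1293. Change over time in seed maternal tissues had 6693, and the genes higher than in both other tissues numbered 491 for endosperm and 1281 for seed maternal tissues. The other 15 of the 22 counts fitted with this term stayed within 1.5 times, and 6 could not be fitted because the 4 or 32 DAP libraries fill whole blocks: endosperm against seed maternal tissues at 4 DAP, the first and last steps in endosperm, the last step in embryo, and change over time in endosperm and in embryo. The term leaves 1 library, replicate 3 of the 24 DAP embryo, to link the 16 and 24 DAP seed maternal libraries to the rest, so a loss of calls is built into it. For 3 seed maternal genes named in the report the edgeR adjusted p became 1 in this fit; of 282 alternative values for named genes, 276 stayed as reported, these 3 lost the call, and 3 CPM values moved with TMM factors.

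Dropping the fold minimum, which by construction adds genes, gave 3475 calls for endosperm from 16 to 24 DAP, 6564 from 24 to 32 DAP, 8027 for embryo from 8 to 16 DAP, 3576 from 24 to 32 DAP, and 2351 genes higher in embryo than in both others. On the 6 libraries compared (4 residual degrees of freedom in place of 26), endosperm from 16 to 24 DAP had 1112 calls and seed maternal tissues from 4 to 8 DAP 1932. Over the 6 fits that each left out 1 library, endosperm from 16 to 24 DAP had 1341 to 2567 calls, the lowest without replicate 2 of 24 DAP, and embryo from 24 to 32 DAP had 1341 to 1924, the lowest without replicate 1 of 24 DAP (1402 without replicate 2 of 32 DAP). Of 273 counts with a library left out, 270 stayed within 1.5 times. The cause was not tested.

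Replicate numbers did not pair the libraries. Deviations from the group means correlated with a median of 0.005 over 234 pairs of equal number and -0.008 over 468 pairs of different number, and 36 of the 234 pairs (15.4%) were over 0.1. For pairs within a library-number block the median was 0.04 over 105 pairs, with 21.9% over 0.1, and for pairs from different blocks -0.008 over 597, with 11.2% over 0.1. Libraries of one block thus deviated together more often, a difference that was not tested and that leaves a block effect open. With the replicate number as a block, the interaction passed for 15133 genes, and over the 28 counts the ratio to the reported count was 0.951 to 0.995. It changed none of the 12 calls of named genes.

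Of 90 alternative values for the library measures and their slopes, 77 kept their direction and side of the threshold, 10 lost the call and 3 changed direction. Alternatives for the slopes were chosen after seeing the data. The rise of the 100-gene share with DAP in endosperm had a rho of -0.0764 over 1000 genes (adjusted permutation p = 0.798), and the embryo rise had 0.410 over 10 genes (adjusted permutation p = 0.197). The difference in genes detected, endosperm minus embryo, became 243.2 on libraries drawn to equal totals. Leaving out 1 replicate gave 4.20 to 4.45 points for the share in embryo minus seed maternal tissues, a rho of 0.542 to 0.591 for the endosperm share, 0.781 to 0.878 for the embryo share and 0.781 to 0.927 for genes detected in seed maternal tissues. The slope difference of the share, embryo minus seed maternal tissues, was 0.501 to 0.630 without 1 replicate, where 2 libraries per group cannot give an adjusted permutation p under 0.0833. That of genes detected, 27.75 per day, was -1.125 at 10 counts or more. Fewer libraries limit the smallest p in the fits without a replicate; otherwise the cause was not tested.

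Depth limits the low end. The floor of 3 counts in the smallest library of 6148131 counts leaves genes of low abundance undetectable at 4 DAP in endosperm, and fold changes against 0 counts are given as lower bounds.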

Other observations

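The tests on genes detected by stage, on endosperm transcripts in the 24 DAP seed maternal libraries, on a later stage, the depth or endosperm in the other replicates for one 4 DAP seed maternal library, and on stage spread among replicates were chosen after the patterns were seen. For each of the 21 pairwise comparisons, all 10 splits of its 6 libraries into 3 and 3 were fitted; 1 of the 10, the real one, gave as many genes, and the highest count of any other split was 0 or 1. The share of 1 in 10 is the smallest this design allows, so splits cannot decide for a single comparison. Change over time in endosperm, embryo and seed maternal tissues was refitted on 40 arrangements of stage labels each, with 1 of 40 as large in each (20521, 14883 and 10550 genes; next highest 127, 8476 and 5893). Of 40 arrangements of tissue labels within stages, 1, the real one, gave as many genes higher in one tissue than in both others (1682, 1545 and 2537; next highest 0 for each).

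The step from 4 to 8 DAP in endosperm had the most calls of the 10 stage comparisons. Depth is argued against as the cause: with all libraries drawn to the smallest total it had 12504 calls, and the next highest comparison had 5936. Seed maternal tissue carried into the small 4 DAP endosperm is argued against too. Of 36 transcripts with at least 500 CPM in the 4 DAP seed maternal tissues and at least 100-fold less in the 8 DAP embryo, the tenth percentile in the 4 DAP endosperm libraries was at most 0.0677% of the maternal level, far below what 5% of maternal RNA would bring. The medians were 0.301%, 0.427% and 0.545%, and 23, 22 and 21 of the 36 lay under 1%; the others lay at 1% or more, which carry-over alone cannot give while the lowest stay this low. The block stays open, since 0 library-number blocks hold both stages and block and stage cannot be told apart. In the 7 groups whose replicates span blocks, replicates of different blocks correlated at 0.963 to 0.994 and those of one block at 0.975 to 0.994. Within groups, both pairs across blocks lay below the pair of one block in endosperm at 8, 16 and 24 DAP. The same held in the 24 DAP embryo (0.986 and 0.9835 against 0.9932) and the 8 DAP seed maternal tissues (0.9799 and 0.986 against 0.9939). In the 8 and 16 DAP embryo the pairs across blocks lay on both sides of the pair of one block. The overlap of the ranges thus does not rule out a block difference. The steps from 24 to 32 DAP, which also change block, had 3963 and 2125 calls. These values do not measure the block of the 4 DAP endosperm. A change in development between these stages is an untested biological explanation.

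The lower number of genes detected in endosperm than in embryo may come in part from the 100 most abundant genes, which took 29.4% to 50.96% of endosperm counts at the stages compared. When the 100 most abundant genes were left out of each library total, the difference at 1 CPM went from 326 to 993 genes at 8 DAP, from -2622 to -686 at 16 DAP, from -1856 to -501.3 at 24 DAP and from -1042 to 85 at 32 DAP. At most 27.0% of the difference was left at a stage with fewer genes in endosperm. The mean over stages went from -1298 to -27.3, but this averages stages that go both ways. Whether abundant genes account for the whole difference at 16 and 24 DAP stays open, and a difference between the tissues themselves is an untested explanation. The gap between endosperm and seed maternal tissues also became smaller. Mean genes detected went from 14851 against 18221 to 16050 against 18731 at 4 DAP. At 8 DAP they went from 17074 against 18448 to 18135 against 18892. At 16 DAP the change was from 15557 against 19074 to 18017 against 19536. At 24 DAP it was from 16016 against 19129 to 18120 against 19537. Abundant genes may thus account for part of that gap.

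Transcripts abundant in endosperm appeared in the 24 DAP seed maternal libraries. Over 61 transcripts with at least 500 CPM in the 24 DAP endosperm and at least 100-fold less in the 24 DAP embryo, the median level was 2.01%, 3.85% and 1.42% of the endosperm level in replicates 1, 2 and 3, against at most 0.155% in any 16 DAP seed maternal library. Together they made up 0.83%, 1.66% and 0.423% of these libraries and 37.4% to 40.2% of the 24 DAP endosperm libraries. Carry-over of whole endosperm as the only source is argued against: the ratios to the endosperm level had an upper over lower quartile of 2.75, while the same ratio was 1.24 to 1.65 between 24 DAP endosperm replicates and 1.71 between 32 and 24 DAP endosperm. Carry-over that differs between the libraries may still account for the differences among them, since 90.2% (55 of 61) were highest in replicate 2, against 27.0% of 13927 other genes. Carry-over of one endosperm layer, or expression in the maternal layers themselves, was not tested and stays open.

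Replicate 3 of the 4 DAP seed maternal tissues stood apart from replicates 1 and 2, with correlations of 0.952 to each. Without it, 4686 genes were called from 4 to 8 DAP in place of 3210. Depth is argued against, since its total of 32172641 lies inside the range of the other seed maternal libraries. Endosperm carried into replicate 3 is argued against as well: 155 transcripts with at least 500 CPM in the 4 DAP endosperm and at least 10-fold less in replicates 1 and 2 shifted by a median of -0.69 (log2) in replicate 3, and 4 of them were higher there. More endosperm in replicates 1 and 2 could give this shift, but not genes higher in both than in replicate 3 when their 4 DAP endosperm level is at or below that in replicate 3. Of 10499 genes with such a level and at least 5 CPM in replicate 3, 512 were at least 2-fold higher in both, against 2 and 5 with replicate 1 or 2 in the place of replicate 3. Endosperm in replicates 1 and 2 is therefore argued against as the whole cause, and it may still account for part. A later stage stays open. Its deviation correlated with the change to 8 DAP across 25471 genes at 0.481 and 0.596, with separate reference libraries, but a feature shared by replicates 1 and 2 could give the same sign.

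A spread of stages among replicates was also looked for in all groups. In 8 of 13 groups the variance between replicates lay more along the time axis of their own tissue than along that of either other tissue. This count decides nothing. The share of variance along the own axis ran from 0.0172% in the 8 DAP embryo, with 6.91% along that of another tissue, to 25.4% in the 16 DAP embryo, with 3.38% along the next. In the 4 DAP seed maternal tissues it was 0.317%, against 5.45% along another; the own axis there is the change from 8 to 16 DAP, so this speaks against a shift of replicate 3 along that later change and leaves one from 4 towards 8 DAP open. A spread of stages could be present in some groups and not in others.

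Genes higher in the same tissue than in both others tended to be neighbours in the identifier order along the chromosomes. Among 29190 tested genes, 929 adjacent pairs were preferential for one tissue, against a median of 372.5 and a highest value of 433 over 1000 shuffles within chromosomes (permutation p = 0.001, the smallest they can give), 2.49 times the median. The pairs were 382 for endosperm (shuffled median 92, 4.15 times), 154 for embryo (79, 1.95 times) and 393 for seed maternal tissues (201, 1.96 times). The difference between tissues was not tested. Reads shared between tandem copies could give such pairs and are not excluded. The median correlation of adjacent pairs within groups was 0.325, against 0.0699 for preferential genes farther apart, and 28 pairs were over 0.9. Duplicated genes with a shared expression pattern or regional regulation are candidate explanations that the identifiers alone cannot separate.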
